A study of Mus musculus with 4 samples. Its data were reported in "Chromatin accessibility and cell cycle progression are controlled by the HDAC-associated Sin3B protein in murine hematopoietic stem cells" (2024).

How the data were processed

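Single-cell RNA sequencing had been performed on Lineage-negative, Sca-1-positive, cKit-positive (LSK) bone marrow cells, the fraction that holds hematopoietic stem cells and multipotent progenitors (MPPs). Cells came from wild-type mice and from mice lacking Sin3b in the hematopoietic system. They were collected at homeostasis or 9 days after a single dose of 100 mg/kg 5-fluorouracil (5-FU), a drug that kills dividing progenitors. The series holds 4 samples, a cDNA library and a hashtag library for each condition. Per the study's methods, 2 mice per genotype were used in each condition. Cells of each genotype were stained with a different hashtag antibody before equal numbers of both genotypes were loaded together. The labels name the condition of each library but not the genotype of the cells. Which hashtag marks which genotype was taken from the study's methods. Condition and library coincide, so a difference between conditions cannot be told apart from a difference between libraries. Genotypes were compared within a library.

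The deposited values were raw counts of unique molecular identifiers (UMIs) per gene and barcode, made by the authors with Cell Ranger, whose version differed between the libraries per the file headers. The genome build and the aligner settings are not given in the sources used here. Both matrices held 32285 genes and 2 hashtags. The homeostasis matrix listed 6794880 barcodes and had not been filtered for cells. The 5-FU matrix listed 12753 barcodes that the authors' software had called as cells. The gene names of the homeostasis matrix were taken from the feature list of the 5-FU matrix after the row order was checked. The correlation of log counts between the matrices across genes was 0.930 in the order given and 0.385 or less when one matrix was shifted by 1 to 3 rows. Of 161 windows of 200 rows, 159 had their highest correlation at no shift, and 2 held too few counts for a correlation.

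Cells in the homeostasis matrix were barcodes with at least 10% of the 99th percentile of gene UMIs among the 10000 largest barcodes, a minimum of 2921 UMIs. Hashtag counts were classified with HTODemux in Seurat 5.3.0, the function the study used, at a positive quantile of 0.99, and cells with 1 tag were kept. Cells in the top or bottom 2% of UMIs, genes or mitochondrial share were removed, as were cells with 2 or more UMIs of 9 lineage genes. The study also removed cells expressing genes of lineage-primed stem cells. That step was not repeated because its genes were not known here. Doublets of both genotypes were removed where HTODemux called both tags. Scrublet marked 0 cells in either library and was taken not to have worked, so doublets within a genotype remain.

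Each library was clustered separately with scanpy 1.11.5 (2000 variable genes, 30 principal components, 20 nearest neighbours, Leiden resolution 1). The gene lists compared between genotypes, cell cycle genes, Sin3b and sex-linked genes were left out. A cluster was called LT-HSC-like (long-term hematopoietic stem cell) or given another class name when most of that class's markers were at least 1.5-fold higher than in the other cells. A marker needed a mean above 0.05 UMIs per 10000 and a share of cells with a UMI no lower than in the other cells, and a name needed at least 3 markers and no tie. A cluster stayed unnamed when its 10 leading genes held as many markers of another class, or when it was shallow with no marker among them. Leading genes needed a share of cells with a UMI at least 1.5 times that of the other cells. The markers were fixed before the data were examined, but this scoring was settled after clusters and LT-HSC-like shares had been looked at. The first form used an approximate neighbour graph. An exact graph replaced it, with which stray hemoglobin counts left 1 of the stem cell clusters at homeostasis unnamed. Then the condition on the share of cells was added for leading genes, and then it was added for markers together with the rule on ties. The second form is carried as an alternative (naming by mean level alone), and the first was not kept. No markers were set for ST-HSC (short-term stem cells), so no cluster bears that name.

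Each cell was also given the class (LT-HSC, ST-HSC, MPP2, MPP3 or MPP4) whose published signature, as listed by the study, had the highest mean, standardized within the library. Signature classes, scores and phases were computed on cells thinned to 4000 UMIs, and shallower cells were left out. That depth is the 10th percentile of UMIs per cell in the shallower library, rounded down to a multiple of 500. Scores were the mean log-normalized value of a list minus that of expression-matched genes (25 bins, 50 genes per gene).

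Counts were summed over the cells of each genotype and condition, which gave 4 pools. Ratios between genotypes are log2 ratios of the sums with 0.5 counts added, each divided by its pool's total, and levels are given as CPM (UMIs of a gene scaled to the pool's total). Each genotype has 1 pool per condition, so differences within a condition have no replicate check and were not tested. Intervals are 95% intervals and cover counting error only (exact Poisson for sums, exact binomial for shares, exact conditional binomial for ratios, Newcombe for differences of shares). A list of genes is given by the median log2 ratio of its members with at least 10 UMIs, and by the percentile of that median among 10000 random lists matched on mean expression (within 100 ranks). These percentiles describe the libraries and are not tests. A genotype effect shared by both conditions was fitted on the 4 pools with the edgeR 4.0.16 quasi-likelihood F-test (genotype plus condition, TMM scaling, filterByExpr, Benjamini-Hochberg adjustment), which leaves 1 residual degree of freedom. On simulated counts for LT-HSC-like cells, with 14431 genes tested and a dispersion of 0.005, this fit recovered 99.5% of 200 genes changed 4-fold and made 9 false calls. With a dispersion of 0.05 and 14288 genes tested it recovered 97.0% and made 13 false calls. On simulated counts for all kept cells, with 17227 genes and a dispersion of 0.05, it recovered 92.5% and made 14 false calls. The list shift was tested on simulated data in which 200 genes were doubled, a log2 ratio of 1. It recovered medians of 0.98 at homeostasis, where it ran on 15449 genes, and 0.98 after 5-FU, where it ran on 14130 genes.

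Named genes are Sin3b, members of the lists of cycle regulators and lineage factors, and the 5 genes with the largest increase and the 5 with the largest decrease in LT-HSC-like cells. These last had at least 50 UMIs over both genotypes in each condition and the same direction in both, and were ranked by the condition with the smaller change. Sin3b and sex-linked genes were left out of that ranking. Of the genes this rule names, 1 is not reported here. From the fit over both conditions, the 3 genes with the smallest adjusted p-value in each direction are named.

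The alternatives chosen before the data were examined were other cell calling, hashtag, quality, lineage, clustering and class rules, unthinned cells, other scalings, added counts and summaries, DESeq2 1.42.0, library size scaling, no filter on low counts, and leaving out each pool. Those added after the data had been seen were a mixture model of the hashtag ratio (2 components, posterior 0.99), 2-fold naming, naming by mean level alone, LT-HSC-like cells matched by cluster, removal of the cells with the highest Scrublet scores, and clustering without 1485 genes that differed between genotypes. Depth was 31901720 to 82876977 UMIs per pool over all kept cells and 9295234 to 13472685 UMIs per pool in LT-HSC-like cells. Annotation of introns and of the Sin3b locus came from GENCODE M21 (GRCm38), in which 99.6% of the gene identifiers were found. That is not known to be the annotation the authors used. Analyses ran in Python 3.11.15 and R 4.3.3.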

Results

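Single-cell RNA-Seq of LSK cells was analysed for wild-type and Sin3b knockout mice at homeostasis and 9 days after 5-FU. Each library held cells of both genotypes, told apart by hashtag, with 1 pool of 2 mice per genotype. At homeostasis, 23931 barcodes were called as cells, of which 11579 carried the wild-type tag, 4628 the knockout tag and 1441 (6.02%) both, while 6283 (26.3%) were assigned none. After 5-FU, the 12753 barcodes split into 5302 with the wild-type tag, 3727 with the knockout tag, 434 (3.40%) with both and 3290 (25.8%) with none. After quality and lineage filters, 10184 wild-type and 4108 knockout cells remained at homeostasis, and 4855 wild-type and 3307 knockout cells after 5-FU. The knockout share of kept cells was 28.7% at homeostasis and 40.5% after 5-FU. The hashtag rule moved it most at homeostasis, to 12.4% when a tag had to hold 80% of hashtag UMIs and to 44.1% under a mixture model of the tag ratio. Median depth was 6967 UMIs in wild-type and 6606.5 in knockout cells at homeostasis, and 9306 and 10935 after 5-FU.

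**Figure D1:**
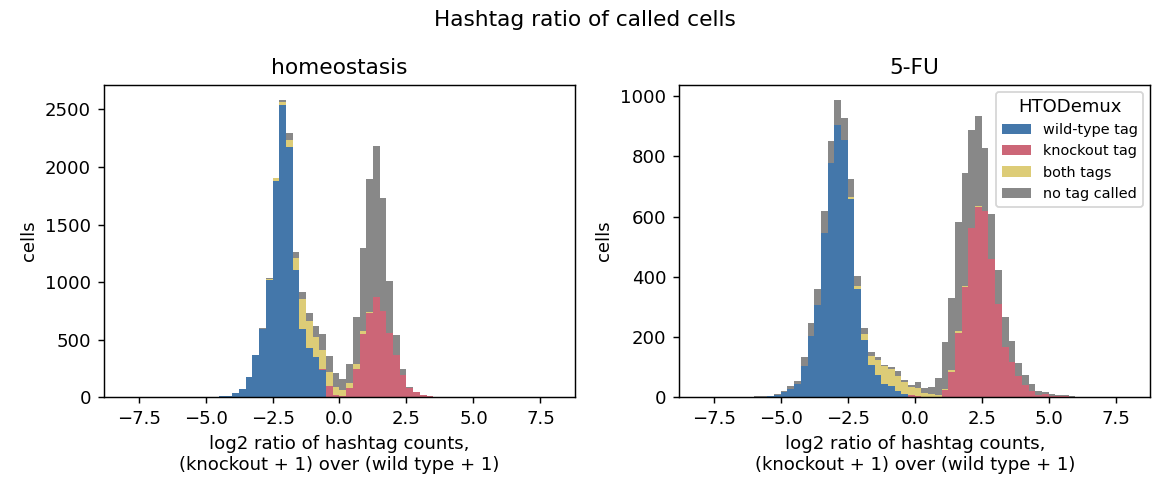
Histogram of the log2 ratio of knockout to wild-type hashtag counts (x axis) against number of cells (y axis) in each library, with bars stacked by the HTODemux class. Cells with no tag called lie mostly under the knockout peak, 5269 of 6283 at homeostasis and 2629 of 3290 after 5-FU by the mixture model.

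Sin3b, the targeted gene (ENSMUSG00000031622), was examined first. In GENCODE M21 (GRCm38) it lies on the plus strand of chromosome 8 from 72723285 to 72758201. At homeostasis, Sin3b was at 81.7 CPM in wild-type cells (95% interval 79.8 to 83.7, 6772 UMIs) and 23.3 CPM in knockout cells (21.6 to 24.99, 742 UMIs). The log2 ratio of knockout over wild type was -1.81 (-1.92 to -1.70). After 5-FU, Sin3b was at 112.7 CPM in wild-type cells (109.8 to 115.6) and 15.1 CPM in knockout cells (14.0 to 16.3), a log2 ratio of -2.90 (-3.01 to -2.78). The alternative that moved it most was the mean of per-cell CPM, which gave -2.60 after 5-FU. In LT-HSC-like cells the log2 ratios were -1.74 at homeostasis and -2.45 after 5-FU. The share of cells with a Sin3b UMI at 4000 UMIs was 28.3% in wild-type and 9.23% in knockout cells at homeostasis, and 35.3% and 6.82% after 5-FU. Unthinned shares were 46.3% and 15.9% at homeostasis, and 60.0% and 17.8% after 5-FU. The knockout cells serve here as the cells that should lack the gene. Which exons were deleted, and whether the counted 3' ends lie outside them, is not given in the sources used here, so the remaining counts do not measure how complete the deletion was.

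**Figure D2:**
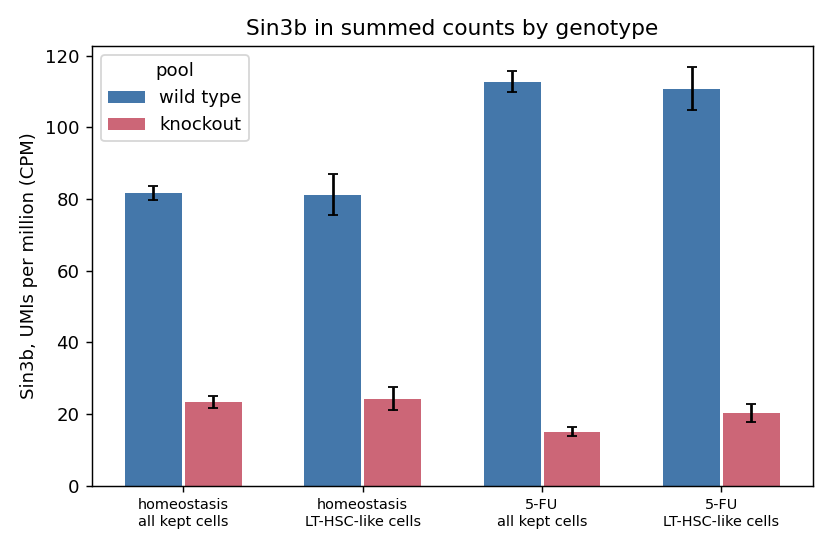
Sin3b level (y axis, CPM of the summed counts) in each genotype and condition, for all kept cells and for LT-HSC-like cells (x axis). Bars are pools and lines are exact Poisson 95% intervals, and knockout pools lie between 15.1 and 24.2 CPM and wild-type pools between 81.1 and 112.7 CPM.

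To compare the composition of the LSK compartment, cells of each library were grouped into 13 clusters. At homeostasis, 2 clusters were LT-HSC-like, and each had all 9 LT-HSC markers raised. They held 14.4% of wild-type cells (1467 of 10184) and 35.5% of knockout cells (1458 of 4108), a difference of 21.1 percentage points (19.5 to 22.7). Both clusters were larger in knockout cells, at 7.47% against 16.7% and 6.93% against 18.8%. After 5-FU, 3 clusters were LT-HSC-like. They held 30.5% of wild-type cells and 43.0% of knockout cells, a difference of 12.5 points (10.4 to 14.6). The clusters differed in direction. One with 6 of 9 markers raised, led by Nr4a1, Gem and Meg3, held 16.6% of wild-type and 15.2% of knockout cells. Another with 5 of 9 markers, led by the antigen presentation genes H2-Aa, H2-Eb1 and Cd74, held 12.2% and 15.5%. The last had 8 of 9 markers, was led by Cldn5, Cyp26b1 and the interferon-induced Cxcl10, and held 1.75% and 12.3%. Shares in a pool depend on each other. An unnamed cluster led by Slc16a11 held 15.2% of wild-type and 1.12% of knockout cells after 5-FU, which raises the other shares in knockout cells. How much of the 12.5 points comes from this was not measured. The alternative that moved the homeostasis difference most was clustering on all variable genes, which gave 43.5 points. The rule for naming clusters was settled after these shares had been seen, and naming by mean level alone, or at 2-fold, left 1 of the clusters unnamed and gave 9.25 points. After 5-FU, the rule that a tag hold 80% of hashtag UMIs reversed the difference to -3.76 points. Genes that lead these clusters, among them Dnm3 and Pdgfc, also differed between genotypes. Clustering without 1485 genes that differed, a choice made after seeing the data, gave 21.2% and 40.8% at homeostasis and 10.8% and 24.0% after 5-FU in wild-type and knockout cells. No unnamed cluster had more than 1 LT-HSC marker raised.

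Signature classes gave the same direction. They were not computed without genes that differ between genotypes. A rise of signature genes within knockout cells is for this reason not told apart from more LT-HSC cells. The LT-HSC signature class held 18.7% of wild-type and 40.9% of knockout cells at homeostasis, a difference of 22.2 points (20.5 to 23.9), and 16.9% and 33.7% after 5-FU, a difference of 16.8 points (14.8 to 18.8). The mixture model of hashtags moved both most, to 18.1 and 10.96 points. At homeostasis, knockout cells had smaller shares of ST-HSC (15.1% against 21.9%), MPP2 (14.1% against 18.1%), MPP3 (16.4% against 22.1%) and MPP4 (13.5% against 19.2%). After 5-FU the ST-HSC share was 14.4% in knockout and 26.6% in wild-type cells, and MPP2 was larger in knockout cells (20.9% against 16.4%). These classes are ranges of a score. At homeostasis 20.7% of cells, and after 5-FU 19.6%, had their top classes within 0.2 standard deviations. The median of LT-HSC signature UMIs per 10000 was 510.5 in the LT-HSC class and 394.5 to 409.3 in the other classes at homeostasis. LT-HSC-like clusters held 65.9% of the cells of the LT-HSC signature class at homeostasis and 77.0% after 5-FU. At homeostasis they held 0.666% to 5.82% of the cells of the other classes. After 5-FU they also held 44.4% of the MPP4 class (563 cells), 24.3% of MPP3 (352), 20.7% of ST-HSC (333) and 4.46% of MPP2 (61), beside 1378 cells of the LT-HSC class. Cells were left out for depth in 4.75% of wild-type and 5.55% of knockout cells at homeostasis and in 10.5% and 5.14% after 5-FU. Without thinning the differences were 23.9 and 17.5 points.

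**Figure D3:**
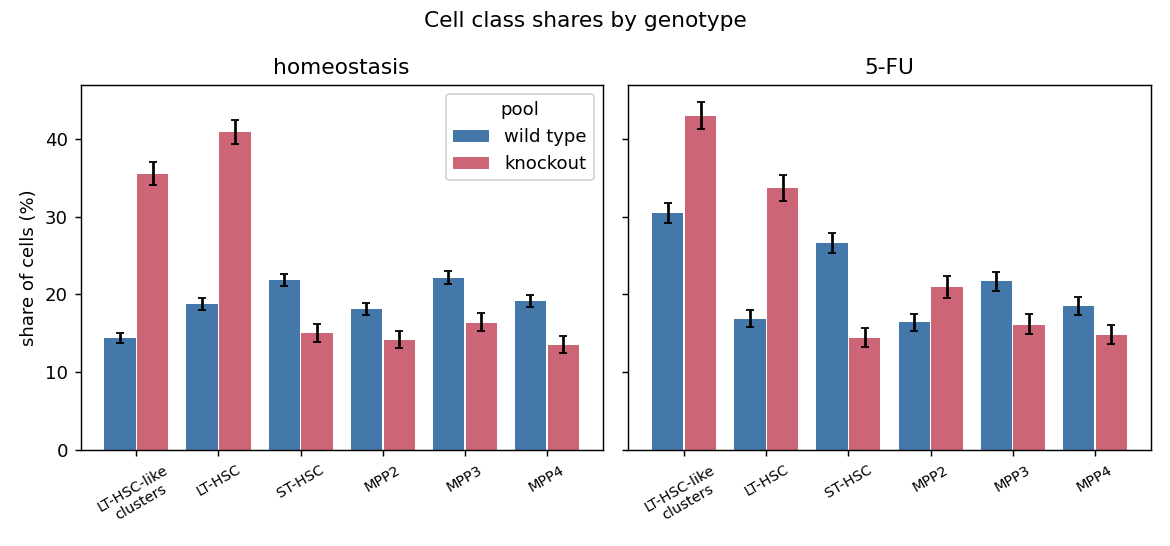
Share of cells (y axis, percent) in LT-HSC-like clusters and in each signature class (x axis) by genotype at homeostasis and after 5-FU. Bars are pools and lines are exact binomial 95% intervals, and the LT-HSC classes are larger in knockout cells in both conditions, and MPP2 only after 5-FU.

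Within a genotype, the LT-HSC-like share was 16.1 points higher after 5-FU than at homeostasis in wild-type cells (14.6 to 17.6) and 7.51 points higher in knockout cells (5.27 to 9.74). These differences reversed under several alternatives, to -10.3 points in wild-type and -16.8 points in knockout cells when genes that differ between genotypes were left out of the clustering. The signature class moved the other way, by -1.85 points in wild-type and -7.23 points in knockout cells, although it is standardized within each library. No direction is read from these values.

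The counts of the libraries also differed by gene structure. Across 12097 protein-coding genes, the log2 ratio of homeostasis over 5-FU rose with the summed length of introns (Spearman's rho 0.65 across genes, which are not independent replicates). The median ratio was -0.48 in the decile with the shortest introns and 1.84 in the decile with the longest. Levels of single genes were for this reason not compared between conditions.

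**Figure D4:**
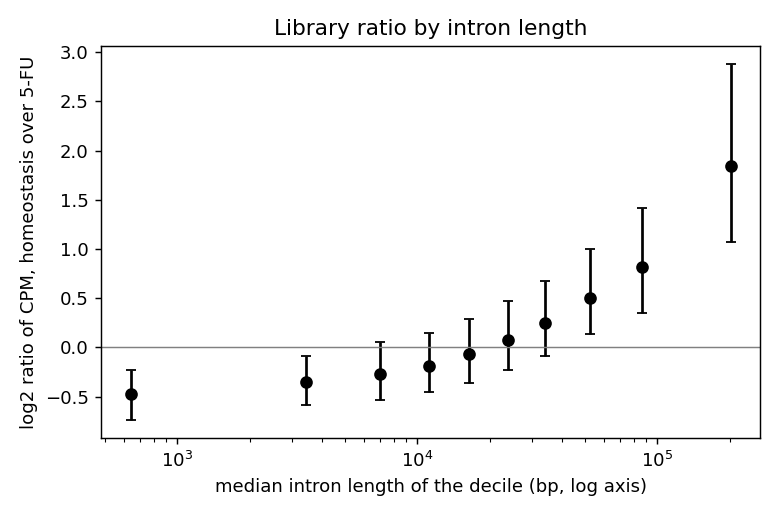
Log2 ratio of CPM, homeostasis over 5-FU (y axis), against the median summed intron length of each decile of protein-coding genes (x axis, base pairs, log axis). Points are medians and lines span the quartiles, and medians rise from -0.48 to 1.84.

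Gene expression was next compared between genotypes within LT-HSC-like cells. These pools held 1467 wild-type and 1458 knockout cells at homeostasis and 1481 and 1422 after 5-FU. The median gene shifted by 0.01 at homeostasis and -0.03 after 5-FU on the log2 scale. Across 11170 genes with at least 50 UMIs in each condition, 58.4% changed in the same direction in both. The 5 largest increases by the fixed rule were Mt2 (3.12 at homeostasis and 4.06 after 5-FU), Dnm3 (2.22 and 2.32), Adhfe1 (2.02 and 4.38), Mt1 (1.88 and 2.85) and Pdgfc (1.75 and 1.69), as log2 ratios of knockout over wild type. Mt2 rose from 26 UMIs in wild-type to 231 in knockout cells at homeostasis. Adhfe1 after 5-FU had 2 UMIs in wild-type and 59 in knockout cells, which gives its ratio an interval of 2.77 to 7.77. Among the largest decreases were Mmp2 (-2.08 and -2.67), Ncam1 (-1.87 and -2.54), Etl4 (-1.82 and -2.04) and Il18r1 (-1.72 and -1.79). Dnm3 and Pdgfc are also leading genes of LT-HSC-like clusters. In cells matched by cluster, the ratio after 5-FU was 1.33 for Dnm3 and 0.13 for Pdgfc. Under 2-fold naming the Pdgfc ratio after 5-FU reversed to -0.27. In the main pools the Pdgfc ratio after 5-FU rested on 11 wild-type and 42 knockout UMIs. Under 2-fold naming fewer wild-type cells were LT-HSC-like there, so its counts are lower still.

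The fit over both conditions, with 4 pools and 1 residual degree of freedom, called 522 of 14310 genes in LT-HSC-like cells by the edgeR quasi-likelihood F-test with Benjamini-Hochberg adjustment, 268 higher and 254 lower in knockout cells. This count depended on the method. DESeq2 called 29 genes, of which 26 were among the 522, and library size scaling called 152, all among them. The adjusted p-values depended on the settings too. The smallest by the edgeR F-test ran from 2.71e-107 with no low-count filter to 0.00137 with no lineage removal. With library size scaling the smallest was 1.94e-04, and that of Sin3b was 5.55e-04. The size of the adjusted p-values is for this reason not settled. The genes with the smallest adjusted p in edgeR were Mt1 (log2 fold change 2.37, adjusted p 8.34e-14), Mt2 (3.61, adjusted p 8.34e-14) and Dnm3 (2.28, adjusted p 1.67e-13) among those higher, and Sin3b (-2.10, adjusted p 8.34e-14), Auts2 (-1.53, adjusted p 1.87e-10) and Egr1 (-1.34, adjusted p 2.43e-10) among those lower. Over all kept cells, edgeR called 312 of 17202 genes, 166 higher and 146 lower, and DESeq2 called 200, of which 160 were shared. There the smallest adjusted p in edgeR belonged to Mt1 (2.20, adjusted p 1.49e-04), Sva (3.90, adjusted p 0.00122) and Dnm3 (2.57, adjusted p 0.00122) among higher genes and to Slc16a11 (-3.86, adjusted p 1.49e-04), Auts2 (-1.88, adjusted p 0.00177) and Dntt (-1.26, adjusted p 0.00369) among lower genes. Slc16a11 leads an unnamed cluster that held 15.2% of wild-type and 1.12% of knockout cells after 5-FU. At homeostasis an unnamed cluster with Slc16a11 among its leading genes held 12.0% and 5.89%. The change of Slc16a11 over all cells may for this reason carry the makeup of the pools. How much of it does was not tested.

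Lists of genes named by the study were compared in LT-HSC-like cells. Clusters II and IV were chosen by the study on these cells at homeostasis, and the modules on the cells of each genotype in these libraries, so their shifts in the library they came from are not independent evidence. The study grouped module genes in each genotype apart, by their course along pseudotime, an inferred order of differentiation. A gene only in the wild-type module can be expressed in both genotypes, and its ratio between genotypes does not test the grouping. Cluster II had a median log2 ratio of 0.51 at homeostasis (73 of 74 genes higher, percentile 100 among matched lists) and 0.18 after 5-FU (50 of 74 genes, percentile 100). After 5-FU this shift was absent in cells matched by cluster (-0.0003). Cluster IV had a median of 0.19 at homeostasis (85 of 101 genes higher, percentile 100) and -0.09 after 5-FU (38 of 101 genes, percentile 0.06). Genes only in the wild-type homeostasis module had medians of 0.23 (percentile 100) and -0.001 (percentile 75.5), the mean after 5-FU being -0.06. Over the alternatives these went from 0.01 to 0.68 and from -0.12 to 0.22. Those only in the knockout homeostasis module had medians of -0.05 (percentile 13.6, with a mean of 0.07, and -0.60 to 0.24 over the alternatives) and 0.30 (percentile 100, and -0.22 to 0.61). The 5-FU module gave 0.18 (percentile 100, with a mean of 0.01 and 20 of 34 genes higher) and -0.16 (percentile 1.08) for genes only in the wild-type module. Over the alternatives these went from -0.18 to 0.29 and from -0.66 to -0.04, and after 5-FU the summed level of the list was higher in knockout cells, at 2148 against 2070 CPM. Genes only in the knockout 5-FU module gave -0.01 (percentile 62.5, and -0.77 to 0.22 over the alternatives) and 0.51 (percentile 100, and -0.09 to 0.89), but the latter was -0.04 in cells matched by cluster. For genes only in the knockout homeostasis module, the median after 5-FU reversed to -0.22 in cells matched by cluster and to -0.02 under 2-fold naming.

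Of lists not chosen on these cells, immediate early genes moved furthest, with medians of -0.38 at homeostasis (2 of 12 genes higher, percentile 0) and -0.71 after 5-FU (1 of 13, percentile 0). Over the alternatives the median stayed below 0, from -0.56 to -0.30 at homeostasis and from -1.40 to -0.09 after 5-FU, where its size is not settled. After 5-FU the cluster led by Nr4a1, Gem and Meg3 held 804 of the 1481 wild-type and 502 of the 1422 knockout LT-HSC-like cells. Genes of NF-kB and TNF signaling had medians of 0.05 (percentile 72.3) and -0.20 (percentile 0.05). The interferon list had medians of 0.07 (percentile 89.8) and 0.02 (percentile 79.5), and over the alternatives it went from -0.08 to 0.13 and from -0.99 to 0.23, so no direction is read from it. Lineage transcription factors had medians of 0.02 (percentile 68.3, with a mean of -0.10) and -0.16 (percentile 2.27). Of the 13 measured in both conditions, 0 changed by over 1 on the log2 scale, and the counting interval left out 0 for 6 at homeostasis and 7 after 5-FU. At homeostasis they ran from Gata1 at -0.94 (-1.97 to -0.02) and Irf8 at -0.89 (-1.45 to -0.36) to Gata2 at 0.67 (0.56 to 0.77). After 5-FU these were at 0.21, -0.31 and 0.17, and Gata2 reversed to -0.02 in cells matched by cluster. Cycle regulators had medians of 0.05 (percentile 79.3, with a mean of -0.04) and -0.03 (percentile 50.8, with a mean of 0.06). Among them Ccnd1 was at -0.21 (-0.48 to 0.07) at homeostasis and 0.82 (0.58 to 1.06) after 5-FU. Cdkn1b was at 0.05 (-0.13 to 0.23) and -0.22 (-0.33 to -0.12), and Cdk6 at -0.55 and -0.52. Ccnd3 was at 0.59 (0.54 to 0.65) and -0.12 (-0.21 to -0.04), and Ccne2 at -0.84 (-1.73 to -0.03) and -0.09. Ccnd2 was at 0.04 and 0.50, and Cdkn1c at 0.13 and 0.44. The interval left out 0 for 4 of the 13 at homeostasis and 9 after 5-FU. After 5-FU the pools come from different clusters by genotype, and the cluster led by Cldn5 gave 85 of the 1481 wild-type and 407 of the 1422 knockout cells. After 5-FU Cdkn1c reversed to -0.08 in cells matched by cluster and Ccnd3 to 0.15 under 2-fold naming, while Ccnd1 stayed between 0.42 and 1.03 over the alternatives. Over all kept cells these lists also carry the makeup of the pools, and Cluster II had medians of 0.56 and 0.14 and Cluster IV 0.23 and -0.07. Other lists differed more from LT-HSC-like cells. At homeostasis the homeostasis module was at 0.54 against -0.05 for genes only in the knockout module. For genes only in the wild-type module it was at 0.81 against 0.23. The S phase list after 5-FU was at 0.16 against -0.11.

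**Figure D5:**
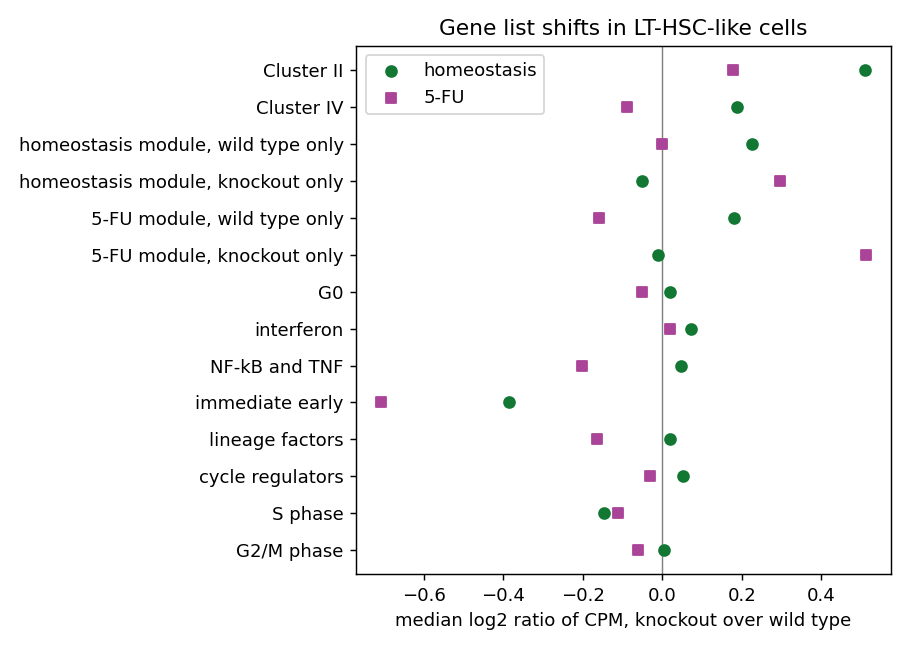
Median log2 ratio of CPM, knockout over wild type (x axis), of the 14 gene lists (y axis) in LT-HSC-like cells at homeostasis and after 5-FU. Points are 1 value per list and condition, and immediate early genes are lowest in both, at -0.38 and -0.71.

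To ask whether loss of Sin3b moved LT-HSC-like cells out of quiescence, G0 scores were compared. At homeostasis the median score was 0.113 in wild-type and 0.138 in knockout cells, and 37.5% of knockout cells (34.9% to 40.2%) lay under the wild-type median. After 5-FU the medians were 0.0614 and 0.0694, and 47.1% (44.4% to 49.7%) lay under it. Unthinned cells gave 36.2% and 49.2%. The alternative that moved the homeostasis value most was clustering on all variable genes, with 44.6%. The G0 list itself had a median log2 ratio of 0.02 at homeostasis (percentile 55.4) and -0.05 after 5-FU (percentile 16.0) in the summed counts.

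The share of cells with an S or G2/M score above 0 was 29.97% in knockout and 43.9% in wild-type cells at homeostasis over all kept cells, a difference of -13.9 points (-15.6 to -12.1), and -13.8 points without thinning. The lists were also lower in knockout cells, at 2128 against 2406 CPM for S phase and 3678 against 4361 CPM for G2/M phase. Values over all kept cells carry the makeup of the pools. LT-HSC-like cells, of which few scored above 0, were 35.5% of knockout and 14.4% of wild-type cells at homeostasis. How much of the difference comes from this makeup was not measured. After 5-FU the shares were 36.6% in knockout and 36.6% in wild-type cells, and 34.2% and 33.4% without thinning, whereas S phase genes were at 3067 CPM in knockout and 2712 CPM in wild-type cells and G2/M genes at 4936 and 4291 CPM. No order is read from these shares. In LT-HSC-like cells, shares were 6.74% in knockout and 8.55% in wild-type cells at homeostasis, a difference of -1.81 points (-3.87 to 0.23), and 6.94% and 7.53% after 5-FU, a difference of -0.59 points (-2.57 to 1.37). Neither was distinguishable from 0 at this depth. Without thinning the values were -1.74 points (-3.45 to -0.05) and -3.21 points (-4.68 to -1.79), whose intervals leave out 0. In these cells the S phase list had medians of -0.15 at homeostasis (percentile 0.05) and -0.11 after 5-FU (percentile 2.92), and the G2/M list 0.004 (percentile 62.8, with a mean of -0.04) and -0.06 (percentile 40.3, with a mean of 0.06). Free RNA was estimated from hemoglobin at 2.18% of knockout UMIs at homeostasis, and was not estimated in wild-type cells or after 5-FU. Its effect on the scores was not measured and stays open.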

Values the study reported

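The study reported data for 9586 LSK cells at homeostasis and 4032 cells after 5-FU. It gave LT-HSC proportions at homeostasis of 27% in knockout and 10% in wild-type mice. The study also reported this increase by flow cytometry in a separate cohort of mice. Its Cluster II held 74 genes and its Cluster IV 102 genes.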

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

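All tests in this part were chosen after the results had been seen. Cells outside the comparisons carried a signal. Of the cells that HTODemux assigned to no tag, 5269 at homeostasis and 2629 after 5-FU had a knockout-like ratio of hashtags. If these were wild-type cells with little tag of either kind, their Sin3b level would be that of wild-type cells. It was 24.0 CPM against 80.5 CPM at homeostasis, a log2 ratio of -1.75 (-1.85 to -1.65), and 17.7 CPM against 113.1 CPM after 5-FU, a log2 ratio of -2.67 (-2.85 to -2.51). Both argue against wild-type cells with little tag. The median knockout tag count of these cells was 143 at homeostasis, against 238 in cells assigned to knockout with the same ratio class, so a technical loss of weakly stained knockout cells may account for them. Per the study's methods, the genotypes carried different antibodies and were loaded in equal numbers. The knockout share of kept cells at homeostasis was 28.7%, and 44.1% under a mixture model of the tag ratio that takes such cells in. Both go with a technical loss. No biological explanation was tested.

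Leaving such cells out could alter the composition of the knockout pools. Under the mixture model that takes them in, the LT-HSC-like share was still larger in knockout cells, by 23.8 points at homeostasis and 5.90 points after 5-FU. The low-tag cells are for this reason not the whole source of the larger share. After 5-FU the difference was smaller with them included, so a part of it may rest on which cells the hashtag rule keeps, and no biological explanation is singled out.

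Cluster IV moved in opposite directions in the 2 conditions in LT-HSC-like cells, with a median log2 ratio of 0.187 at homeostasis and -0.0889 after 5-FU. The difference between the conditions was not tested, since each has 1 pool per genotype. A different mix of clusters is a candidate explanation, but in cells matched by cluster the medians were 0.20 and -0.10. Under the mixture model of hashtags the median after 5-FU was -0.0069, near 0, so the size of the shift there may depend on which knockout cells are kept. The study chose this list on the homeostasis cells, which favours a shift there. That choice, a difference between the libraries, and an effect of 5-FU all stay open.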

How the results depend on the processing

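Tests in this part were listed before the data were examined, except those of the hashtag mixture, 2-fold naming, naming by mean level alone, cells matched by cluster, doublet scores and clustering without genes that differ, which were chosen after the results had been seen. Sin3b was lower in knockout cells under every alternative run, with log2 ratios of -1.87 to -1.77 at homeostasis and -2.97 to -2.60 after 5-FU, the last being the mean of per-cell CPM. For the values below that moved or reversed, the cause was not tested.

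The larger LT-HSC-like share in knockout cells at homeostasis kept its direction under all 15 alternatives run. The difference of 21.1 points moved to 16.6 at a stricter HTODemux quantile, 23.99 with a tag holding 80% of hashtag UMIs, 15.8 with no top and bottom 2% filter, 16.4 with any lineage UMI removed, 23.5 with no lineage removal, 43.5 with all variable genes, 23.8 under the mixture, 9.25 under 2-fold naming, 9.25 under naming by mean level alone and 13.98 without the highest doublet scores. Its size depends on the naming rule, which was settled after the shares had been seen. After 5-FU the difference of 12.5 points reversed to -3.76 with a tag holding 80%, and moved to 6.68 with any lineage UMI removed, 17.7 at Leiden resolution 0.5, 19.8 with all variable genes, 5.90 under the mixture and 15.7 without the highest doublet scores. The signature LT-HSC difference kept its direction throughout and moved at homeostasis to 24.4 (stricter quantile), 25.7 (80% tag), 18.1 (mixture) and 23.9 (unthinned), and after 5-FU to 10.96 (mixture).

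The knockout share of kept cells at homeostasis moved to 27.6% with cells called at 1000 UMIs, 19.5% at the stricter quantile, 12.4% with the 80% tag, 44.1% under the mixture and 29.8% without the highest doublet scores. After 5-FU it moved to 26.7%, 44.98% and 51.1% under the same 3 hashtag rules.

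The LT-HSC-like share after 5-FU against homeostasis reversed in wild-type cells under 3 of 15 alternatives, to -2.49 points (80% tag), -5.72 (2-fold naming) and -10.3 (clustered without genes that differ). It moved to 5.97 (no top and bottom filter), 7.44 (any lineage UMI removed), 10.3 (no lineage removal), 5.20 (resolution 0.5), 0.192 (resolution 2), 1.51 (all variable genes), 5.06 (mixture), 23.0321 (mean level alone) and 6.27 (doublet scores). In knockout cells it reversed under 8 of 15, to -30.2 (80% tag), -2.28 (any lineage UMI removed), -2.39 (no lineage removal), -9.68 (resolution 2), -22.2 (all variable genes), -12.8 (mixture), -4.42 (2-fold naming) and -16.8 (clustered without genes that differ), and moved to 10.97 (stricter quantile), 1.51 (no top and bottom filter), 3.32 (resolution 0.5) and 26.3 (mean level alone).

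Cluster II at homeostasis moved to 0.27 (all variable genes), 0.62 (doublet scores) and 0.69 (mean), and after 5-FU to 0.30 (any lineage UMI removed) and 0.32 (mean). After 5-FU it was -0.000303 in cells matched by cluster, which counts as a reversal by its sign but is near 0. The shift of Cluster II after 5-FU was thus not seen in matched cells. Cluster IV moved at homeostasis to 0.24 (80% tag), 0.12 (no top and bottom filter) and 0.29 (mean), and after 5-FU to -0.0069 (mixture). Genes only in the knockout homeostasis module reversed after 5-FU to -0.022 (2-fold naming) and -0.22 (matched by cluster), and Pdgfc after 5-FU to -0.27 (2-fold naming). Among cycle regulators and lineage factors, reversals were counted only after 5-FU, and their cause was not tested. In cells matched by cluster Cdkn1c reversed to -0.0796 and Gata2 to -0.023, and under 2-fold naming Sin3a to 0.29, Ccnd3 to 0.15, Tal1 to 0.17 and Tcf3 to -0.0789. Tal1 also reversed to 0.0033 with the 80% tag, Gfi1 to 0.00302 with the signature class in place of clusters, and Rbl1 to 0.033 when clustered without genes that differ. The other genes named for the largest changes kept their direction in both conditions under the alternatives run, but the size of some was not stable. Mmp2 ran from -2.08 to -0.63 at homeostasis and from -3.31 to -0.89 after 5-FU. Il18r1 ran from -2.22 to -0.81 at homeostasis, and Dnm3 from 0.62 to 2.54 after 5-FU. For lists and genes whose main interval included 0, a change of sign was not counted as a reversal. Intervals of the lists are not given here, so the reversals named for lists are not every change of sign. The list of genes only in the knockout 5-FU module had a median of 0.51 after 5-FU. It was not counted as reversed, although its lowest value over the alternatives was -0.085.

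The share of knockout cells under the wild-type median of the G0 score stayed under 50% throughout. At homeostasis it moved to 31.2% (stricter quantile), 34.5% (no lineage removal), 44.6% (all variable genes) and 40.3% (mixture), and after 5-FU to 43.6% (any lineage UMI removed), 43.3% (no lineage removal), 43.8% (resolution 0.5), 44.1% (resolution 2) and 37.3% (2-fold naming). The cycling difference in LT-HSC-like cells moved at homeostasis to 0.437 points (all variable genes) and -6.32 (signature class in place of clusters), and after 5-FU to 1.70 (80% tag), 1.81 (resolution 2), 2.95 (2-fold naming) and -3.21 (unthinned). At homeostasis it was below 0 under every alternative run except all variable genes, and after 5-FU it has no stable direction.

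The number of genes called in LT-HSC-like cells, 522, was 152 with library size scaling, 29 with DESeq2, 85 with all variable genes, 268 with cells called at 1000 UMIs, 139 with the 80% tag, 218 under 2-fold naming, 160 at the stricter quantile, 91 with any lineage UMI removed, 131 with no lineage removal, 152 matched by cluster, 253 under the mixture, 248 with no top and bottom filter, 1.6e+02 by mean level alone (83 higher and 74 lower), 170 at resolution 0.5 and 195 at resolution 2. Over all kept cells, the 312 called became 612 with no low-count filter, 200 with DESeq2, 186 with the 80% tag, 482 at the stricter quantile, 133 with no lineage removal and 117 with no top and bottom filter. In LT-HSC-like cells, no low-count filter raised the count to 675. These counts are unstable. With each pool left out in turn, no residual degrees of freedom remain, so only fold changes were fitted. The Sin3b log2 fold change was then -2.42 to -1.75 in LT-HSC-like cells and -2.87 to -1.82 over all kept cells. Each such fit is the ratio within the condition that keeps both pools.

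The planned removal of cells marked by Scrublet gives no value, since it marked 0 cells. In its place the 1322 and 393 kept cells with the highest scores were removed at homeostasis and after 5-FU. The doublets of both tags imply about 1499 and 434 doublets within genotypes among all barcodes called as cells. These are more than were removed from the kept cells. Both genotypes share a library, so the fit of genotype plus condition compares them within each library and has the library as a block. Comparisons within a condition come from 1 pool per genotype and have no test. Depth limits the lists with few counts most, and in 5-FU LT-HSC-like cells Pdgfc rests on 11 and 42 UMIs.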

Other observations

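In this part, the tests of the Sin3b level by tag ratio were set before their values were seen, and those of free RNA and intron reads after. Sin3b counts remained in knockout cells, at 23.3 CPM at homeostasis. Free RNA in the droplets is a candidate explanation. Hbb-bs was seen in 3.89% of knockout cells, which puts free RNA at about 2.18% of their UMIs if all of it is free RNA. At the Sin3b level of near-empty droplets, 65.2 CPM, this would give 1.42 CPM, far below the level observed. Wild-type cells classified as knockout are another candidate. They would be concentrated among cells with a low tag ratio. At homeostasis the log2 ratio of Sin3b in the 2055 knockout cells with the higher tag ratio over the 2053 with the lower was -0.15 (-0.36 to 0.06), which was within counting error. After 5-FU it was -0.26 (-0.48 to -0.03), so some misclassified cells may be present. The 1654 cells with the higher ratio were still at 13.9 CPM there, against 16.7 CPM in the other 1653, so they leave most of the remaining level unaccounted for. Transcripts that keep the counted 3' end after the deletion stay open and were not tested. No biological explanation was tested.

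The rise of the ratio between libraries with intron length may come from intron reads counted in the homeostasis matrix and not in the 5-FU matrix. Reads of a gene that lies within another gene on the same strand would then fall in both and be lost. Genes other than protein-coding ones that lie within a gene on the same strand had a median log2 ratio of homeostasis over 5-FU of -8.50 (138 genes), against 2.19 for those within a gene on the opposite strand (597 genes). This is consistent with intron reads being counted in the homeostasis matrix alone. The condition and the library coincide, so an added effect of 5-FU on long genes stays open and was not tested. Genotypes share a library, so comparisons between them are made under the same counting.

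Values that differ from those the study quoted were found for cell numbers and for signature classes. At homeostasis 14292 cells and after 5-FU 8162 cells were kept here. Both are higher than the numbers quoted from the study above. The step that removed lineage-primed cells in the study was not repeated here. In the LT-HSC signature class at homeostasis, the shares here were 40.9% of 3880 knockout cells and 18.7% of 9700 wild-type cells. The study's shares are over its own set of cells, which is not the set kept here, and class names were rebuilt here, so these shares are not set above or below the study's.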
